A study of Saccharomyces cerevisiae with 16 samples.

How the data were processed

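RNA from 16 aliquots of yeast cultures was sequenced: WT and aft2 at 0, 1, 3 and 5 h in 1 mM sodium selenite, 2 replicates each. Per the labels' protocols, cells grew in rich medium, total RNA was isolated, poly(A) RNA was selected with magnetic beads, and libraries were made with a directional (strand-keeping) kit. The aligner, the counting tool, the strand counted, the treatment of reads that map to several places and the genome build are not given in the sources used here. Samples were grouped by strain and time from their titles, and the replicate letter came from the same label.

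The authors deposited 4 tables, 1 per strain and replicate letter, with values per feature in RPM, a unit that no header names and that was read from the values. Within a library, low values were whole multiples of a single step, which was taken as the worth of 1 read and gives the authors' total as the RPM scale divided by that step. With that step 100% of the values in every library came out whole within 0.1 read (largest distance 0.0513 read), so the reads per feature were recovered. The values of a library sum to 7.61% to 17.3% of the RPM scale, so the total holds reads that were counted on no feature in the table. What those reads were was not analysed here. No pair of libraries was identical (0 pairs), and all columns matched a sample by name. The symbols of 2 features had been turned into dates and were restored from their identifiers.

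Features were matched by systematic name to the R64 reference annotation (SGD), used only for gene names, neighbours and repeated sequence, and 6005 of 6692 were found. No coordinates are given because the authors' build is not named. The table gives some features the systematic name of an overlapping gene. From that column and the strand letter in the names, the 687 unmatched features were divided into 472 on the strand opposite a reference gene (453 partner genes) and 215 others. Of the reference genes, 911 overlap another feature and 5094 do not. Levels of overlapping genes are uncertain.

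The design fixed in advance assumed counts and named edgeR as the main test, with limma if the values turned out normalised. Since the values are RPM, the main test was limma 3.58.1 in R 4.3.3, with an intensity trend and robust moderation, on log2(RPM + 1). Features with a mean of at least 1 RPM entered (5741). A fold change on this scale understates the change of features with few reads. The 8 groups entered 1 model without covariates, and 13 contrasts were taken: 3 times against 0 h in each strain, aft2 against WT at 4 times, and the difference between strains in the response at 3 times. All tests were two-sided with Benjamini-Hochberg adjustment over features at 0.05. edgeR 4.0.16 (quasi-likelihood, TMM, 4174 features, common dispersion 0.816, TMM factors 0.563 to 1.81) and DESeq2 1.42.0 were run on the recovered reads as alternatives. Figures, intervals and Fisher tests were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

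Beforehand, 9 gene lists were written down: the iron regulon, the PHO regulon, the low-affinity phosphate transporters, DNA damage, oxidative stress, sulfur assimilation, heat shock proteins, the proteasome and cytosolic ribosomal proteins. All except the 3 transporters were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation as alternatives, adjusted over 104 tests. The response size is the slope of a principal axis of the changes in aft2 against those in WT. Genes were named by a rule: AFT2 and its neighbours TPK2 and YIG1; SPL2, PHO84, PHO87, PHO90 and AFT1; and up to 3 features each way at 5 h per strain, 5 each way at 0 h between strains and in the interaction at 5 h, and the 2 members with the largest interaction per list. These had to pass the threshold, lie in the upper part by mean level and move alike in both replicates. Only YJL026C-A and YLR217W met the second part of the rule. The grouping, the tests for either unit, the lists, this rule and the alternatives were fixed before the data were examined, apart from those said to be chosen later.

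Alternatives fixed in advance were other scalings (DESeq2 size factors, library size only, reads counted to features, quantiles), filters (none, with 6607 features, or at least 10 RPM in 2 libraries, with 2730), pseudocounts of 0.1 and 5, DESeq2, the replicate letter or the culture as a block, only the groups of a contrast in the fit, an added 2-fold minimum, an adjusted p under 0.01, and leaving out each library. Chosen after seeing the data were edgeR with TMM on recovered reads (also with the block), limma with TMM factors, and all tests on the opposite-strand features alone.

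Whether replicate letters pair the samples was checked from deviations from the group means. Per the labels' protocols, the times of a strain are aliquots of a culture, and in all 28 pairs of groups deviations with the same letter correlated across features, at 0.264 to 0.897 (median 0.771) in 12 pairs within a strain and 0.149 to 0.813 (median 0.617) in 16 pairs between strains. The first principal component of all features held 74.9% of the variance. Over the opposite-strand features it held 68.3% and separated replicate A from replicate B. The letters were therefore treated as pairing the samples, with the blocked value given where it changes a call.

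The fits were tested on simulated reads for aft2 5 h against 0 h, with 100 features changed 4-fold and 100 changed 16-fold. At a dispersion of 0.05, limma recovered 72% and 99% of them (5716 features, 181 calls of which 10 false). At the dispersion estimated from these libraries (0.816), it recovered 0% and 3% (5642 features), edgeR 0% and 0% (4833 features) and DESeq2 9% and 34% (6592 features, with 19 of 62 calls false). That dispersion comes from the fit without a block, and a blocked fit was not simulated. Every simulated feature was given the same dispersion, so these recoveries may be too low for features that vary less between libraries.

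Per-library levels carry exact 95% Clopper-Pearson intervals from the recovered reads, and a level of 0 is given the limit that 3 reads would set. Intervals and limits cover counting error only. Groups of 2 were too small for a test of outlying samples or of other splits of the samples. With 1 library left out, the lone library of that group is assumed to vary like the other groups.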

Results

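Poly(A)-selected RNA was profiled in 16 libraries of the budding yeast Saccharomyces cerevisiae. The wild-type strain (WT) was W303-1A, a common laboratory strain, and the mutant was its derivative MML1086, in which AFT2 is deleted (aft2). AFT2 encodes an iron-responsive transcription factor. Cultures in rich medium received sodium selenite to 1 mM, and aliquots were taken at 0, 1, 3 and 5 h. Each of the 8 combinations of strain and time had 2 biological replicates, lettered A and B. The values were in RPM, reads per feature scaled to a fixed library total, for 6692 features. The read totals implied by those values were 1519730, 1443576, 1704451 and 1535631 at 0, 1, 3 and 5 h in WT replicate A, and 3376619, 3718047, 3809611 and 3569917 in WT replicate B. In aft2 they were 1401128, 1949748, 681873 and 798047 in replicate A, and 3131237, 3004318, 4157417 and 3313665 in replicate B. Of these totals, 7.61% to 17.3% lay on features in the table, which left 65638 to 641713 reads per library. Between 394 and 2819 features had 0 reads in a library.

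Many counted reads lay on features that the reference annotation does not name. In the table's own identifiers, 472 features that the R64 reference does not name were paired with a reference gene on the other strand. These opposite-strand features held from 32.1% of the counted RPM (WT 1 h, replicate B) to 75.3% (WT 0 h, replicate A). Reference genes without overlap held 54.1% and 10.7% in the same libraries, and also exceeded the opposite-strand features in aft2 5 h replicates A (45.9% against 39.2%) and B (44.4% against 42.3%). The feature lay above its partner gene in 437 of the 472 pairs (92.6%), with median levels of 16.9 RPM for the features and 3.43 RPM for the partners. In 89 pairs on the same strand the unnamed feature lay above its partner in 26 (29.2%), at medians of 1.79 and 3.97 RPM. The feature with the highest value in any library, singled out after its values were seen, was YAL037C-B, which is paired with CDC19. It reached 6666 RPM in WT 3 h replicate B, where CDC19 had 307 RPM. In some other libraries, such as aft2 5 h replicate B, YKL153W (paired with GPM1) had the highest value. Across the 472 pairs, on a log2(RPM + 1) scale, feature and partner levels in WT 0 h replicate A correlated at r = 0.04, and feature levels there against partner levels in WT 1 h replicate B at r = 0.68. These correlations are across features, which are not independent replicates.

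**Figure D1:**
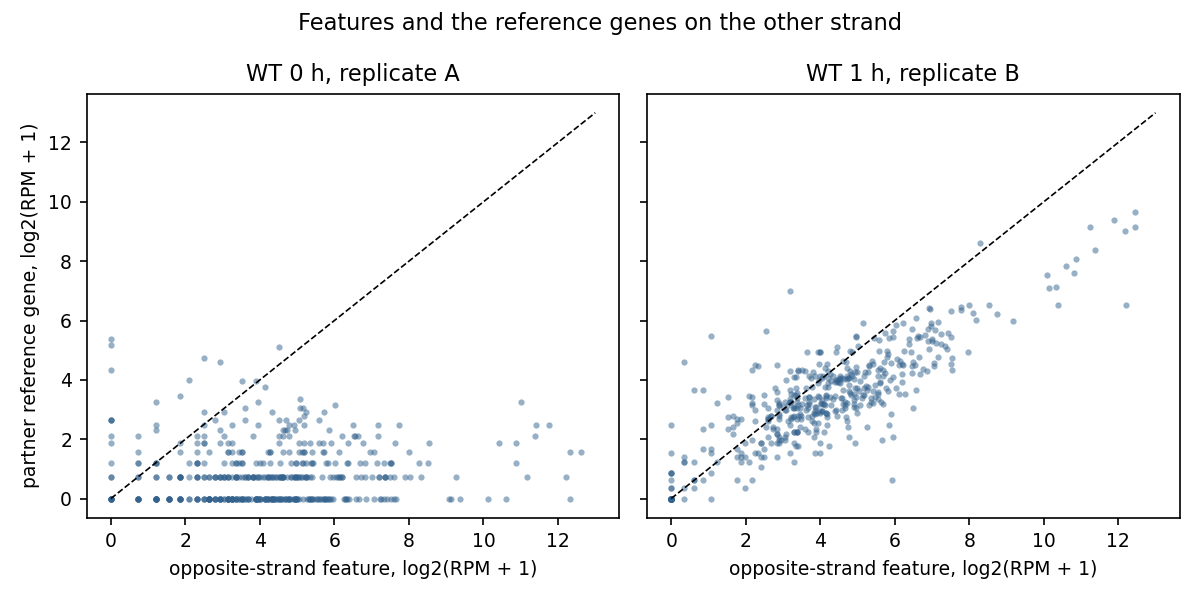
Each point is 1 of 472 opposite-strand features, with its level in log2(RPM + 1) on the horizontal axis and that of its partner reference gene on the vertical axis, in the WT 0 h replicate A library (left) and the WT 1 h replicate B library (right); the dashed line marks equal levels. Most points lie under the line in both panels, and the partner genes lie near 0 in the left panel.

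Levels on reference genes differed widely between replicates of 1 group. The partner genes held 1.20, 1.42, 1.16 and 1.51 RPM per 100 RPM on their opposite-strand features at 0, 1, 3 and 5 h in WT replicate A, against 9.34, 21.0, 7.71 and 4.28 in WT replicate B. In aft2 this ratio was 1.37, 2.04, 7.44 and 11.1 in replicate A and 2.29, 3.87, 3.53 and 12.1 in replicate B. The largest fold between replicates of a group was 14.8 (WT 1 h) and the smallest 1.09 (aft2 5 h). TDH3, a glycolytic gene, lay between 2.08 and 5.92 RPM in WT replicate A and between 115 and 1164 RPM in WT replicate B. ACT1 lay between 0 and 2.08 RPM in the former and between 28.6 and 160 RPM in the latter, and the median ribosomal protein gene between 0.59 and 1.32 RPM and between 14.9 and 112 RPM. Across all features, the libraries of a group correlated at r = 0.308 (WT 1 h) to 0.750 (aft2 0 h). Over the opposite-strand features alone r was 0.780 to 0.863. Of all features, 86 of any kind, 60 of them reference genes, had reads in every replicate A library, with a mean of at least 5 RPM there, and 0 in every replicate B library, and 0 features showed the reverse.

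**Figure D2:**
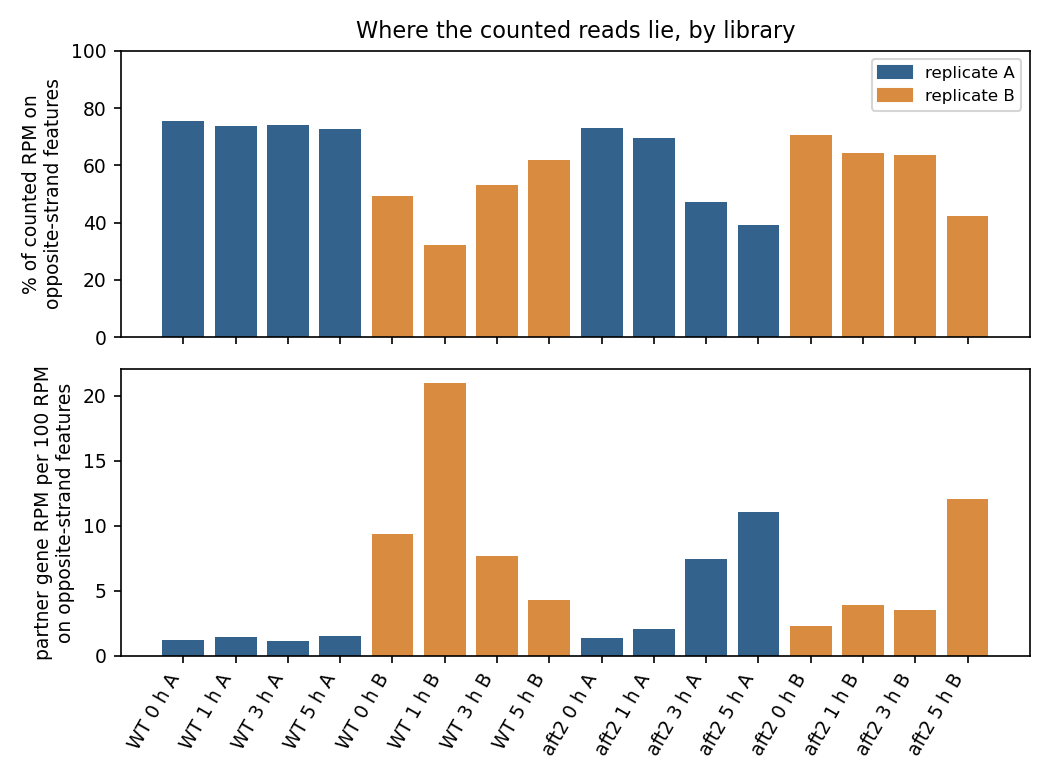
Bars give, for each of the 16 libraries, the percent of counted RPM on opposite-strand features (top) and the RPM on partner reference genes per 100 RPM on those features (bottom), coloured by replicate letter. The share on opposite-strand features runs from 32.1% to 75.3%, and the ratio from 1.16 to 21.0.

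AFT2 (YPL202C), the deleted gene, had few reads in every library. In WT replicate A it had 0, 2, 3 and 1 reads at 0, 1, 3 and 5 h (0, 1.39, 1.76 and 0.65 RPM), and in WT replicate B 12, 23, 8 and 5 reads (3.55, 6.19, 2.10 and 1.40 RPM). In aft2 replicate A it had 1, 0, 0 and 0 reads, and in replicate B 1, 2, 1 and 0 reads. Which part of AFT2 was deleted is not given in the sources used here, so it is unknown whether the reads counted on AFT2 lie in the deleted part, which bears on these counts and on the fold changes from them. A count of 0 allows up to 1.97 RPM in WT 0 h replicate A, and 1.54, 4.40 and 3.76 RPM in aft2 replicate A at 1, 3 and 5 h. The exact 95% Clopper-Pearson interval at 0 h in replicate B was 1.84 to 6.21 RPM in WT and 0.0081 to 1.78 RPM in aft2. The log2 fold change in aft2 against WT was -0.51 (SE 0.75), -1.68, -1.39 and -0.99 at 0, 1, 3 and 5 h, with limma adjusted p of 0.999, 0.971, 0.999 and 0.447. Over the alternatives the adjusted p at 0 h lay between 0.629 and 1. At 0 h the direction rested on WT replicate B: without that library the change was 0.59, and with TMM scaling it was 0.000271. The change at 0 h was 0.77 in replicate A and -1.79 in replicate B. A difference in AFT2 was therefore not detectable in the fit across replicates, and AFT2 reads are no check of the strain labels in replicate A. The strand counted is also not given. If it was the strand opposite to each feature, a hypothesis taken up below, these reads would be a small part of those from AFT2 messenger RNA. The fit would then say little about that RNA. In replicate B at 5 h, set against ribosomal protein gene reads, aft2 had 0 AFT2 reads where 12.7 would match the WT ratio (Fisher's exact test, two-sided, adjusted p = 0.0385 over 28 tests chosen after the values were seen). That test compares those libraries, not the strains, and its adjusted p for AFT2 was 1, 1 and 0.824 at 0, 1 and 3 h. The neighbouring genes were also low. TPK2 changed by -0.58 in aft2 against WT at 0 h (adjusted p = 0.999), and by 0.36 without WT 0 h replicate B. YIG1 averaged under 1 RPM and did not enter the fit. At 0, 1, 3 and 5 h it had 1, 1, 1 and 3 reads in WT and 6, 7, 17 and 4 in aft2, both replicates together.

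Which genes respond to selenite in WT cells was asked by comparing 1, 3 and 5 h with 0 h. Of 5741 features, limma with Benjamini-Hochberg adjustment called 0 at each of the 3 times, and 13, 7 and 28 had an unadjusted p under 0.05. edgeR with TMM scaling called 0 at each time as well (2, 2 and 7 at an unadjusted p under 0.05), as did DESeq2 (4, 2 and 6). The smallest limma adjusted p was 0.196, 1 and 1.00. The median log2 fold change over all features was 0.40, -0.05 and -0.19, set against a median SE of 1.02. At 1 h the median was 0 in replicate A and 0.79 in replicate B, and with TMM scaling it was -0.07.

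The same question in aft2 cells gave larger numbers. limma called 0 features at 1 h and 3 h (58 and 165 at an unadjusted p under 0.05) and 2 at 5 h, both higher, with 985 at an unadjusted p under 0.05. edgeR with TMM scaling called 0 at all 3 times (13, 41 and 308 unadjusted), and so did DESeq2 (19, 67 and 427). The median log2 fold change over all features was 0.30, 0.89 and 1.67 at 1, 3 and 5 h, and 90.2% of features lay above 0 at 5 h. TMM scaling brought the 5 h median to 0.56, so the size of the general rise depended on the scaling. Quantile scaling, which gives all libraries 1 distribution, sets such medians near 0 by construction (-0.03 here). The alternative that moved the count at 5 h most was the culture (strain and replicate letter) as a block, which called 3289 features (3213 higher and 76 lower). That fit leaves the scaling unchanged. From 0 to 5 h the partner gene RPM per 100 RPM on opposite-strand features also rose. It went from 1.37 to 11.1 in replicate A and from 2.29 to 12.1 in replicate B. Such a shift would raise most reference genes together, so these calls cannot be read as that many separately induced genes. With only the replicate letter as a block the counts were 1, 2 and 6 at 1, 3 and 5 h, and with the culture as a block 5, 6 and 3289. Changes at 5 h in replicates A and B correlated across features at r = 0.64 with 84.7% of signs alike. The corresponding values at 1 h were 0.02 and 47.7%.

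Both called features are opposite-strand features. YJL026C-A, which lies opposite RNR2 (a subunit of ribonucleotide reductase), rose by a log2 fold change of 2.38 (SE 0.27, limma adjusted p = 0.0129), and by 2.37 in replicate A and 2.38 in replicate B. Its level was 120 ± 14.4, 303 ± 101, 363 ± 138 and 626 ± 71.5 RPM at 0, 1, 3 and 5 h in aft2, and 113 ± 13.9, 136 ± 21.9, 177 ± 1.02 and 203 ± 12.2 RPM in WT (SD, n = 2). YLR217W, opposite CPR6 (a cyclophilin), rose by 1.82 (SE 0.23, adjusted p = 0.0200), by 2.17 in A and 1.48 in B. It had 78.6 ± 10.3, 188 ± 54.0, 183 ± 45.6 and 283 ± 58.8 RPM in aft2 and 75.3 ± 4.10, 95.4 ± 9.57, 98.5 ± 7.35 and 121 ± 8.03 RPM in WT (SD, n = 2). With TMM scaling the rises were 0.66 and 0.11 and neither was past the threshold. Over the alternatives the adjusted p of YJL026C-A ran from 1.2e-06 to 0.737 and that of YLR217W from 5.5e-05 to 0.946. Leaving out aft2 0 h replicate A, aft2 5 h replicate A or aft2 0 h replicate B left 0 calls, and leaving out aft2 5 h replicate B gave 6. In WT at 5 h the log2 fold changes were 0.84 and 0.68 (adjusted p = 1.00 for both). The strain by selenite interaction at 5 h was 1.54 and 1.15, both at an adjusted p of 0.481, so a difference between strains was not established for either. With the culture as a block both interactions passed, at an adjusted p of 0.0205, and over the alternatives that p ran up to 0.943. With TMM scaling they were -0.35 and -0.73, but TMM factors move all features of a library alike, and the median interaction of the opposite-strand features was -0.03 without them. The change of sign therefore comes from the factors and is no evidence about these 2 features. The antisense position matters for reading these values: the strand on which reads were counted is not given in the sources used here, and each feature shares its place with the named gene. The partner genes themselves had fewer reads. RNR2 lay at 40.1 and 67.3 RPM in aft2 5 h replicates A and B against 1.43 and 1.60 RPM at 0 h, and CPR6 at 17.5 and 49.2 RPM against 0 and 2.55 RPM.

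**Figure D3:**
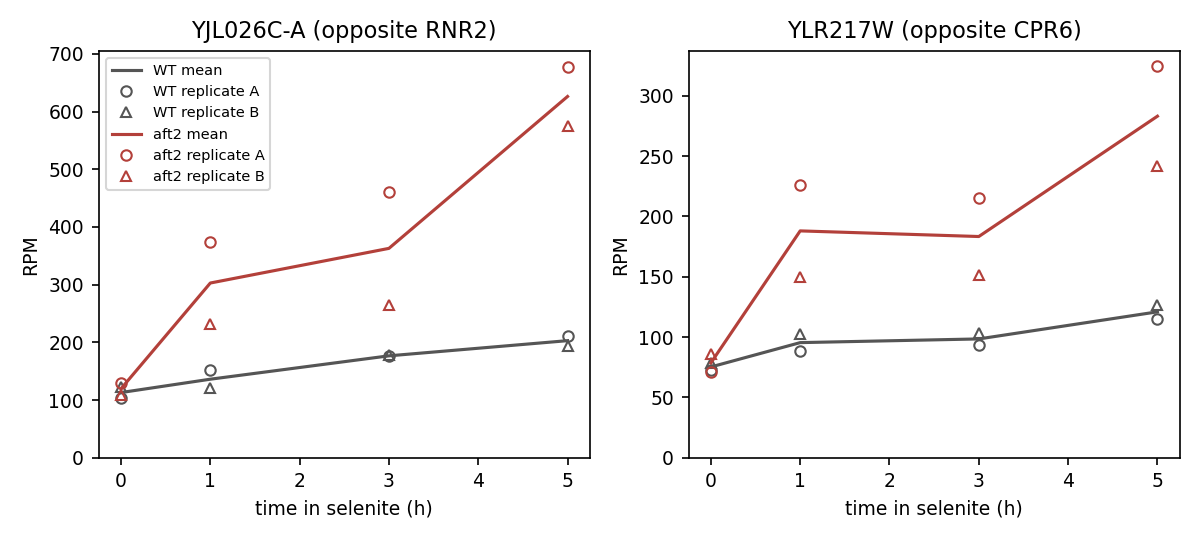
RPM of YJL026C-A (left) and YLR217W (right) against hours in selenite, with circles for replicate A, triangles for replicate B and lines through the mean of 2 replicates, WT in grey and aft2 in red. Both features rise in aft2, to means of 626 and 283 RPM at 5 h, against 203 and 121 RPM in WT.

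The effect of the deletion itself was asked by comparing aft2 with WT at each time. limma called 0 features at 0, 1, 3 and 5 h, with 4, 36, 87 and 428 at an unadjusted p under 0.05. edgeR with TMM scaling called 0 (16, 33, 15 and 80 unadjusted) and DESeq2 called 0 (22, 62, 12 and 86). The replicate letter as a block gave 1 call at 5 h, YJL026C-A, and 0 at the other times. The median log2 fold change was -0.46, -0.60, 0.46 and 1.39. At 0 h it was 0 in replicate A and -0.99 in replicate B, and at 3 h 1.31 and -0.48, so the replicates differed by more than the median itself. Changes in A and B correlated across features at r = -0.33 at 3 h and 0.53 at 5 h.

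Whether the response to selenite differs between the strains was tested as an interaction. limma called 0 features at 1, 3 and 5 h, with 14, 22 and 228 at an unadjusted p under 0.05. edgeR with TMM scaling called 0 (4, 10 and 74 unadjusted), as did DESeq2 (4, 15 and 172). The median interaction was -0.09, 0.91 and 1.88 with a median SE of 1.44. At 5 h TMM scaling brought it to 0.59. With the culture as a block 1902 features were called at 5 h (1884 higher and 18 lower), and 0 at 1 h and 3 h. Here too, a shift of reads onto reference genes in aft2 would raise most of them together. The size of the response in aft2 against that in WT, as the slope of a principal axis across 5741 features, was 1.91, -10.1 and -6.01 at 1, 3 and 5 h, at correlations of 0.14, -0.14 and -0.30 between the strains' changes. Such slopes are poorly determined at these correlations. At 5 h the slope was -229 in replicate A and -2.23 in replicate B, and without WT 5 h replicate A it was 4.01.

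Genes of phosphate uptake were fixed for reporting because selenite can enter yeast cells through phosphate transporters, together with AFT1, the paralogue of AFT2. At 0 h all 6 lay lower in aft2 than in WT, none past the threshold (limma adjusted p = 0.999 for each, 0.629 to 1 over the alternatives). The log2 fold changes were -0.82 (SE 2.41) for PHO84, -1.26 for SPL2, -1.19 for PHO87, -1.70 for PHO90, -0.70 for PHO91 and -1.57 for AFT1. PHO84 differed by 1.45 in replicate A and -3.09 in replicate B. WT 0 h replicate B decided the direction for PHO84 and PHO91, whose changes were 1.53 and 0.39 without it. The interactions at 5 h were 3.01 for PHO84, 2.10 for SPL2, 2.53 for PHO87, 3.57 for PHO90 and 1.79 for PHO91, with adjusted p between 0.481 and 0.565, against a median of 1.88 over all features. With the culture as a block PHO84, PHO87 and PHO90 passed, at 0.0205, 0.0495 and 0.0205, among the 1902 features that this fit called. SPL2 had 0 reads in WT replicate A at all 4 times and 16, 40, 17 and 2 reads in WT replicate B, against 0, 0, 0 and 1 in aft2 replicate A and 0, 0, 0 and 4 in aft2 replicate B.

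Of 9 gene lists fixed beforehand, 8 were tested in 13 contrasts, 104 tests in all, and the 3 low-affinity phosphate transporters are given singly above. The preset-correlation test camera passed 20 tests (15 up and 5 down against the other features). With an estimated correlation 0 of the 104 passed, and with fry 0 passed, so no call held under either. Scaling by DESeq2 size factors gave 22 (19 up and 3 down), TMM scaling 28 and the replicate block 25, with 20 shared under TMM scaling and under the block and 18 under size factors. Members called "adjusted over the list alone" numbered 16 for heat shock proteins (13 in aft2 at 5 h and 3 in aft2 against WT at 5 h), 9 for oxidative stress (7 and 2), and 0 for the other 6 lists. Adjusted over all features the number was 0 for all 8. List medians are given relative to the median of all features, and for the 20 tests passed their sign was that of the test, also with TMM scaling.

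Heat shock proteins (24 genes tested) lay higher in aft2 at 3 h by 1.22 (camera adjusted p = 0.0156) and at 5 h by 2.31 (2.8e-05). They lay higher in aft2 against WT at 3 h by 0.89 (0.0212) and at 5 h by 2.01 (2.6e-05), and in the interaction at 3 h by 1.28 (0.0156) and at 5 h by 2.25 (0.000196). Proteasome genes (33) lay higher in aft2 at 3 h by 1.39 (0.0249) and at 5 h by 2.07 (0.00732), in aft2 against WT at 5 h by 1.64 (0.0171) and in the interaction at 3 h by 1.38 (0.0357) and 5 h by 2.15 (0.0156). Oxidative stress genes (25) lay higher in aft2 at 5 h by 1.21 (0.00732), in aft2 against WT at 5 h by 1.11 (0.00641) and in the interaction at 5 h by 1.35 (0.0140). Ribosomal protein genes (137) lay lower in WT at 3 h, where their median fell by 0.25 (0.0485), and at 5 h, where it fell by 0.53 (0.0140). Both were lost with size factors. They also lay lower in aft2 against WT at 0 h by -1.12 (1.4e-05) and at 1 h by -1.21 (0.000196), and higher under the replicate block in aft2 at 3 h and 5 h (0.00957 and 0.000789) and in the interactions at 3 h and 5 h (0.000160 and 6.8e-06). Those interactions showed no excess over random lists of genes matched on level. Their medians were 2.22 against 2.36 at 3 h and 4.03 against 4.07 at 5 h. The iron regulon (26) lay higher in WT at 1 h by 0.32 (0.0140), and the PHO regulon (15) lower in aft2 against WT at 3 h by -0.59 (0.0243). DNA damage genes (17) and sulfur assimilation genes (24) passed 0 of 13 tests each by camera, with smallest adjusted p of 0.173 and 0.171. The replicate block also passed the proteasome in aft2 against WT at 3 h (0.0113). With TMM scaling the ribosomal protein test in aft2 against WT at 5 h turned from down (0.774) to up (0.0249). Levels of near-identical paralogues, such as ribosomal protein pairs, SSA1 with SSA2 and PHO11 with PHO12, are uncertain, since how shared reads were counted is not given in the sources used here.

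The 449 opposite-strand features with a mean of at least 1 RPM were also tested alone, a choice made after the values were seen. limma called 17 at 5 h against 0 h in aft2 (11 higher and 6 lower), and 1 each in WT at 1 h (YPR123C, opposite CTR1), in aft2 at 1 h (YPR123C), in aft2 at 3 h (YJL026C-A) and in aft2 against WT at 5 h (YJL026C-A). In the other 8 contrasts it called 0 (7 to 53 features at an unadjusted p under 0.05). edgeR called 16 in aft2 at 5 h and 0 in the other contrasts. The replicate block called 51 in aft2 at 5 h (27 higher and 24 lower), including all 17. Scaling to the sum of these features gave 32 calls (27 higher and 5 lower). Without aft2 5 h replicate B the count was 98, and without aft2 0 h replicate A, 5 h replicate A or 0 h replicate B it was 3, 2 and 3. Among these 17 the largest rises were 3.18 for YDL023C, opposite GPD1 (adjusted p = 0.0354), 2.68 for YPR160C-A, opposite GPH1 (0.0162), and 2.40 for YOL150C, opposite GRE2 (0.00410). The 6 that fell lay opposite NOP4, TRM5, HIP1, NOP13, LHP1 and NSR1, by 0.78 to 1.43 on the log2 scale. The interaction was called for 0 of the 449 at each time, with 7, 11 and 23 at an unadjusted p under 0.05 and 0 calls by edgeR.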

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

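The tests of own-strand share for the gene lists and for PHO84, PHO90 and AFT1, and those of the gene lists in replicate B alone, were set before their results were seen; the tests of YIG1 and the 28 Fisher's exact tests of other genes in replicate B were chosen after, and so was the stricter reading that takes own-strand share as argued against only where replicate B alone lies outside too. Own-strand share here means the part of a library's reads that lies on the named gene in place of the feature opposite to it.

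The single-gene results stood out because both WT replicates moved against both aft2 replicates. None of these differences passed in limma as reported, and with the culture as a block PHO84 and PHO90 at 5 h did (adjusted p = 0.0205 each). YIG1 at 5 h moved by 0.72 and 0.26 in WT replicates A and B and by -1.28 and -0.04 in aft2, a difference of -1.16, which was not tested in limma because the gene averaged under 1 RPM. It rests on at most 4 reads in a 0 h or 5 h library, so for this change counting error and a strain difference cannot be told apart: the reads are too few. YIG1 also lies next to the deleted gene, and its level was higher in aft2 than in WT in both replicates at 0, 1 and 3 h. Replicate A had 2, 2 and 1 reads in aft2 against 0 each in WT, and replicate B 4, 5 and 16 against 1 each. By ribosomal protein gene reads the WT ratio gives 0.126, 0.0852 and 0.307 reads in aft2 replicate B (Fisher's exact tests over 4 times, adjusted p = 0.000947, 3.4e-05 and 4.6e-09). By all reference gene reads without overlap it gives 0.311, 0.193 and 0.608 (0.0171, 0.00116 and 7.7e-06). At 5 h 4 reads stood against 5.09 and 4.31 (0.677 and 1). Each of these tests compares a pair of libraries, not the strains. An effect of the deletion on its neighbour stays open.

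PHO84 moved down in WT and up in aft2 at 3 h (difference 1.25, limma adjusted p = 0.958) and at 5 h (3.01, 0.565). PHO90 did so at 5 h (3.57, 0.481), and AFT1 at 3 h (1.77, 0.947) and 5 h (3.16, 0.481). In replicate A these movements rest on few reads. PHO84 had 3, 0 and 1 reads in WT and 10, 5 and 10 in aft2 at 0, 3 and 5 h. Its rise in aft2 at 3 h was from 7.14 to 7.33 RPM, with fewer reads. PHO90 went from 1 read to 0 in WT and from 0 to 3 in aft2 by 5 h. AFT1 had 2, 0 and 0 reads in WT and 0, 1 and 6 in aft2 at 0, 3 and 5 h. Counting error is therefore not excluded as the source of the direction in replicate A. Falls in both WT and rises in both aft2 replicates were shown at 5 h by 27.6% of the 4416 reference genes without overlap. At 3 h the figure was 19.3%, where independent signs would give 6.25%. The reverse movement was shown by 0.679% at 5 h. At 1 h the percentages were 0.657% and 3.03%. They depend partly on what 1 read is worth. In WT replicate A that was 0.658, 0.693, 0.587 and 0.651 RPM at 0, 1, 3 and 5 h. An unchanged read count above 0 there is scored as a fall at 3 h and 5 h, and as a rise at 1 h. Genes at 0 reads in both libraries take neither sign, so 6.25% is not an exact expectation. Unequal own-strand share between libraries remains a candidate explanation for all 5 results, since it would move most reference genes together. These percentages do not test it cleanly. In replicate B, PHO84 had 101, 88.4, 102 and 75.5 reads per 10000 ribosomal protein gene reads in WT at 0, 1, 3 and 5 h and 79.0, 82.3, 75.4 and 72.4 in aft2. By this yardstick no time passed for PHO84 (Fisher's exact tests, adjusted p from 0.236 to 0.872 over 28 tests). The yardstick itself differs between these libraries. At 0 h ribosomal protein genes took 16.1% of reference gene reads in WT replicate B and 6.50% in aft2 replicate B. At 5 h they took 10.7% and 12.6%. No test by all reference gene reads was made for PHO84, PHO90 or AFT1, so these tests alone do not decide the matter. The yardstick matters: at 0, 1 and 3 h PHO84 had 25, 45 and 54 reads in aft2, where the WT ratio gives 31.9, 48.3 and 73.3 by ribosomal protein gene reads and 78.9, 109.6 and 145.4 by all reference gene reads without overlap. PHO90 and AFT1 did not pass at any time either (adjusted p from 0.580 to 0.629 and from 0.221 to 0.821). At 5 h AFT1 had 11 reads in aft2 against 28.0 by the first yardstick and 23.7 by the other, the opposite direction to its interaction. PHO90 had 14 reads against 7.63 and 6.47, the same direction as its interaction. PHO84 had 178 reads against 186 and 157, so its direction depended on the yardstick. At 0 h none of these genes passed between strains in limma (adjusted p = 0.999 each). A strain effect on them stays open.

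The list results stood out because the list's interaction passed camera. Heat shock proteins lay above the median of all features by 1.28 at 3 h and 2.25 at 5 h, proteasome genes by 1.38 and 2.15, and oxidative stress genes by 1.35 at 5 h. None of these 5 passed with an estimated correlation or with fry. Part of this excess goes with level, least for oxidative stress: the interaction medians were 2.19 and 4.13 for heat shock proteins at 3 h and 5 h, 2.28 and 4.03 for the proteasome and 3.23 for oxidative stress at 5 h, against 1.49 and 2.78, 1.75 and 3.15, and 2.11 for random lists matched on level. A shift of all reference genes by own-strand share would leave a list inside the range of random lists matched on level. Against 10000 such lists the observed medians lay at percentiles 99.85 and 99.97 for heat shock proteins and the proteasome at 3 h, and at 100 for oxidative stress, heat shock proteins and the proteasome at 5 h. Other lists were extreme too: of 27 comparisons of a list and time, 11 lay outside the middle 95% of random lists. They include sulfur assimilation on the low side (percentile 0.42 at 3 h and 0.24 at 5 h, and 0.53 at 5 h in replicate B alone), DNA damage at 1 h (99.73) and oxidative stress at 3 h (99.28). In replicate B alone 6 of the 27 lay outside, among them ribosomal proteins at 1 h (0.065), the iron regulon at 1 h (0.74) and DNA damage at 3 h (99.62). Random lists hold unrelated genes, so list members that vary together can reach such percentiles more often than chance gives. The percentiles describe these libraries only.

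A narrower technical explanation is that the WT replicate A libraries, with few reads per gene, cannot show a response. In replicate B alone, heat shock proteins at 3 h lay at percentile 44.39 and the proteasome at 3 h at 73.42, so both 3 h results may come from replicate A. At 5 h the percentiles were 99.89 for oxidative stress and 99.91 for heat shock proteins, which argues against that explanation, and 95.97 for the proteasome, which leaves it open. Own-strand share as the whole cause is likewise argued against only for the oxidative stress and heat shock lists at 5 h, which lay outside in replicate B alone too. For the other 3 it and a strain effect cannot be told apart, since in replicate B alone they lay inside the range of random lists, the proteasome at 5 h near its upper end (3.68 against a matched median of 3.30). In replicate B the share of reference gene reads on heat shock genes was 0.789%, 1.15%, 0.989% and 0.867% in WT at 0, 1, 3 and 5 h and 0.503%, 0.951%, 0.746% and 1.81% in aft2. For oxidative stress it was 0.455%, 0.593%, 0.630% and 0.495% in WT and 0.415%, 0.482%, 0.437% and 1.06% in aft2. For the proteasome it was 0.926%, 1.11%, 1.03% and 1.04% in WT and 0.711%, 0.944%, 0.938% and 1.69% in aft2. Such percentages may themselves move with own-strand share, since all reference gene reads may include background reads. From 0 to 5 h the ribosomal protein percentage went from 16.1% to 10.7% in WT and from 6.50% to 12.6% in aft2. The ratio of partner to opposite-strand RPM (per 100) moved alike, from 9.34 to 4.28 and from 2.29 to 12.1. A stronger induction of heat shock and oxidative stress genes in aft2 at 5 h is a hypothesis that both tests leave standing. It rests on the same data in which it was found and, in replicate B, on 1 library per strain and time. Reads shared between paralogues and a difference in culture density between the strains were not tested.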

How the results depend on the processing

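TMM scaling, edgeR with TMM, the edgeR fit with a block and every test on opposite-strand features alone were chosen after the data were seen. Of 204 recomputed counts of calls over all features, each library kept, 186 stayed within 1.5 times the value reported, and so did 60 of 64 with a library left out. All but 1 of the reported counts are 0 and these fits recover few changes at the spread simulated without a block, so this says little about stability. Over all features, the fits that scale by TMM, DESeq2 size factors or quantiles called 0.

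In aft2 at 5 h, where limma called 2, edgeR called 0 with TMM, 0 with size factors, 0 with library size only and 0 with TMM and the replicate block. DESeq2 called 0, and limma called 0 with TMM factors, 0 with quantile scaling and 0 at an adjusted p under 0.01, the last by construction a stricter limit. Only the groups of that contrast in the fit gave 2415 calls (2400 higher and 15 lower) at 5 h and 96 at 3 h. The replicate block gave 1, 2 and 6 calls in aft2 at 1, 3 and 5 h and 1 in aft2 against WT at 5 h, and the culture replicate block 5, 6 and 3289 in aft2 and 1902 in the interaction at 5 h. The blocks changed no other count over all features. Leaving out single libraries gave 0 to 6 calls in aft2 at 5 h: 0 without aft2 0 h replicate A, 5 h replicate A or 0 h replicate B, and 6 (2 higher and 4 lower) without 5 h replicate B. The cause was not tested for any of these. The pseudocounts, the filters and the 2-fold minimum left 2 calls.

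The response size with a library left out ranged from -46.1 to 157.6 at 1 h (reported as 1.91), -148.9 to 1.19 at 3 h (-10.1) and -13.6 to 4.01 at 5 h (-6.01). The extremes came without aft2 1 h replicate B and aft2 0 h replicate A at 1 h, and without aft2 0 h replicate A and WT 3 h replicate A at 3 h. The sign also changed without WT 0 h replicate A or WT 1 h replicate B at 1 h, WT 0 h replicate B at 3 h and 5 h, and WT 5 h replicate A at 5 h. Other scalings, no filter and the blocks changed no sign. With correlations between -0.30 and 0.14, no size of response is fixed over all features.

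Of the list results, the estimated correlation and fry gave 0 calls each for the iron regulon (1 by camera), the PHO regulon (1), oxidative stress (3), heat shock proteins (6), the proteasome (5) and ribosomal proteins (4). Ribosomal proteins had 8 with the replicate block and 9 with TMM scaling, and sulfur assimilation 1 with TMM scaling (0 by camera). The block changed no other list count by over 1.5 times. The cause was not tested.

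AFT2 at 0 h went from -0.51 to 0.000271 with TMM scaling, and from -1.60 to 0.59 over libraries left out. Without single libraries TPK2 ranged from -1.52 to 0.36, PHO84 from -3.16 to 1.53 and PHO91 from -1.78 to 0.39 at 0 h, each above 0 only without WT 0 h replicate B. The interactions at 5 h of YJL026C-A and YLR217W turned to -0.25 and -0.54 with edgeR and TMM, and to -0.35 and -0.73 with limma and TMM, a scaling that by construction moves all features of a library alike, so this is no evidence about these features. The rises of both in aft2 kept their direction in all alternatives in which they were recomputed singly. Over all features they fell short of the threshold with edgeR, DESeq2, limma with TMM or quantiles, a limit of 0.01 and 3 of 4 libraries left out. Over the 449 opposite-strand features alone edgeR passed both (adjusted p = 0.00155 and 0.00226). With the culture as a block 5 named interactions passed. Apart from the TMM values of those 2 features, the cause was not tested.

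On opposite-strand features alone, the replicate block gave 5 calls in aft2 at 1 h and 5 at 3 h (1 each reported), 51 at 5 h (17 reported) and 2 in aft2 against WT at 5 h (1 reported). edgeR with TMM gave 0 in WT at 1 h, 0 in aft2 at 1 h and 0 at 3 h, and 0 in aft2 against WT at 5 h. Library size alone gave 0 in aft2 at 3 h. Scaling to their sum gave 0 in aft2 at 3 h, 32 at 5 h and 0 in aft2 against WT at 5 h. Leaving out libraries gave 0 to 0 in WT at 1 h, 0 to 5, 0 to 110 and 2 to 98 in aft2 at 1, 3 and 5 h, 0 to 1, 0 to 91 and 0 to 28 in aft2 against WT at 1, 3 and 5 h, and 0 to 4 in the interaction at 3 h. The highest counts came without the replicate B library of aft2 at that time. The cause was not tested.

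Depth limits these results less than the spread between libraries does for well covered features. AFT2 and SPL2 had 0 to 40 reads per library. Their counting intervals in WT and aft2 overlapped at all 4 times in replicate A. In replicate B they lay apart for SPL2 at 0, 1 and 3 h and for AFT2 at 0 and 1 h, where counting error alone is not the limit.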

Other observations

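The limma fits over all features, with and without a block, were fixed in advance; the other tests in this part were chosen after the pattern was seen. For the repeated genes the test was narrowed to genes named in the reference once it was clear that too few of all 86 features had a reference sequence, and for SPL2 the reads used as a yardstick were changed after a first result, with both values given.

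Opposite-strand features held most counted reads in most libraries. If the values count the strand opposite to each feature, such features should exceed their partner genes more often than same-strand features do and follow the partner's level measured elsewhere. They exceeded them in 92.6% of pairs against 29.2%, and correlated at 0.68 with partner levels in WT 1 h replicate B. The first largely restates that these features hold most counted reads, so it is little of a test. The correlation is what counting on the other strand predicts. Antisense transcription counted on its own strand would leave ribosomal protein messenger RNA on its own genes, but in the WT replicate A libraries the highest median of these genes was 1.32 RPM, which argues against it. If this hypothesis holds, the values of most reference genes would be the small part of reads on the unexpected strand, and the opposite-strand features would carry the signal of their partners. No biological explanation of the pattern other than antisense transcription was tested.

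Reference genes lay far apart between replicates. The ratio of partner to opposite-strand RPM differed by up to 14.8-fold within a group, which restates the pattern and is no test of unequal own-strand share as its cause. A source such as uneven strand marking in library making may be behind it and was not tested. A difference in depth predicts the lowest ratios in the shallowest libraries. Between replicates this held in 7 of 8 groups, all except aft2 3 h, where the shallower replicate A had the higher ratio. Within a strain and letter the shallower library had the higher ratio in 14 of 24 pairs, which is near even. The 2 shallowest libraries, aft2 3 h and 5 h replicate A, had ratios of 7.44 and 11.1 against 1.16 to 2.04 in the other 6 replicate A libraries, the reverse of what depth predicts. Between the letters depth stays open: the replicate A library is the shallower of each group, so depth and other differences between the letters cannot be told apart. No biological explanation was tested. The ratio was high at 5 h in both aft2 replicates, so strain, time and library making remain confounded there.

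Among reference genes with reads in every replicate A library at a mean of at least 5 RPM, 60 had 0 reads in every replicate B library. Of these, 59 (98.3%) consist mostly of 50-base words that occur more than once in the reference, against 48 of 764 (6.28%) of the others (Fisher's exact test, p = 4.3e-59). That is consistent with reads that map to several places having been kept in replicate A and dropped in replicate B. Replicates would then differ for repeated genes by processing. No biological explanation was tested.

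YJL026C-A and YLR217W rose in aft2 at 5 h. A change in own-strand share would move them with the sum of opposite-strand features, which fell by 0.29 on the log2 scale (by 0.42 in replicate A and 0.16 in replicate B). A change in the authors' scaling total would move all such features alike, but their median change was 0.13. Both values argue against these explanations for rises of 2.38 and 1.82. With counting on the other strand, the rises may stand for RNR2 and CPR6 messenger RNA, a DNA damage gene and a heat shock gene of the lists fixed in advance. TMM scaling, which moves all features of a library alike, brings the rises to 0.66 and 0.11. Whether selenite induces RNR2 and CPR6 more in aft2 than in WT is a hypothesis: the interaction did not pass in limma over the 449 opposite-strand features, without a block or with the replicate block. With the culture as a block, over all features, both interactions passed (adjusted p = 0.0205 each, 0.0205 to 0.943 over the alternatives). With the replicate block both features were called in aft2 against WT at 5 h among the 449 (adjusted p = 0.00288 and 0.0402, against 0.0286 and 0.0629 without). On those features the slope of changes in aft2 against WT was 2.14, 4.97 and 2.73 at 1, 3 and 5 h, with 3.57, 8.21 and 3.67 in replicate A and 1.04, 1.90 and 2.5 in replicate B. At 1 h and 3 h the replicates differ several-fold, and at 1 h replicate B shows almost no larger response. DNA damage genes took 0.454% and 0.452% of reference gene reads in aft2 5 h replicates A and B, against 0.261% in WT 5 h replicate B and 0.147% in WT 5 h replicate A. Such percentages may move with own-strand share. The interaction of that list at 5 h did not pass camera (adjusted p = 0.173). Its median lay inside the range of random lists matched on level, at percentile 94.03, and at 80.39 in replicate B alone.

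SPL2 had 0 reads in aft2 replicate B at 0, 1 and 3 h, against 73 in WT replicate B. Set against ribosomal protein gene reads, 10.6 reads would match the WT ratio. Set against all reference gene reads without overlap it is 23.0, a yardstick that may be inflated by background reads. The first yardstick is in doubt too. Ribosomal protein genes took 16.1%, 18.5% and 15.3% of those reference gene reads in WT replicate B at 0, 1 and 3 h. In aft2 replicate B they took 6.50%, 8.13% and 7.73%, which lowers the reads expected by the first yardstick. The Poisson chance of 0 reads at 10.6 is 2.4e-05, which is counting error only. No single time passed Fisher's exact test by ribosomal protein gene reads (adjusted p = 0.580, 0.289 and 0.174). By all reference gene reads 4.97, 7.73 and 10.3 reads would match the WT ratio at 0, 1 and 3 h, and no test by that yardstick was made. Both yardsticks point the same way. An effect of the strain and unequal own-strand share cannot be told apart: there is 1 replicate B library per strain and time, and the spread of such ratios between libraries is not in the Poisson chance. Over the same 28 tests, PHO87 at 1 h was higher in aft2 than the WT ratio gives (9 reads against 2.56 by ribosomal protein gene reads, adjusted p = 0.0385, and against 5.80 by all reference gene reads). Each test compares a pair of libraries, not the strains.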
